# LOXL2 deletion triggers TMJ osteoarthritis, while overexpression protects it from NF-κB-induced chondrocyte apoptosis

**DOI:** 10.1038/s41368-025-00409-0

**Published:** 2026-02-04

**Authors:** Rajnikant Dilip Raut, Chumki Choudhury, Faiza Ali, Amit kumar Chakraborty, Mohammed Moeeduddin Ahmed, Cheyleann Del Valle Ponce De Leon, Harshal V. Modh, Pushkar Mehra, Yuwei Fan, Alejandro Almarza, Manish V. Bais

**Keywords:** Apoptosis, Connective tissue diseases, Musculoskeletal system

## Abstract

Temporomandibular joint osteoarthritis (TMJ-OA) affects a significant proportion of the population worldwide. However, there has been no substantial progress in the development of FDA-approved drugs for treatment due to a lack of understanding of the specific factors regulating key TMJ-OA molecular mechanisms. Lysyl Oxidase-Like-2 (LOXL2) promotes knee joint cartilage protection and is downregulated in a TMJ-OA animal model. We evaluated the role of LOXL2 in TMJ cartilage, its molecular mechanism, and gene networks using in vivo *Loxl2* knockout mice (*Acan-Cre; Loxl2*^*flox/flox*^) and ex vivo goat TMJ cartilage. Our results show that *Loxl2* knockout in mouse cartilage upregulates *Il1b*, *Mmp9*, *Mmp13*, *Adamts4*, and *Adamts5*, but reduces the levels of aggrecan and proteoglycan. *Loxl2* deleted TMJ cartilage show a higher enrichment of inflammatory response, TNFA signaling via NF-κB, extracellular matrix (ECM), and collagen degradation pathway network. Conversely, LOXL2 treatment reduces interleukin-1 beta (IL-1β)-induced expression of *Mmp13*, protects mitochondrial function, and ECM from degeneration. Importantly, LOXL2 attenuates IL-1β-induced chondrocyte apoptosis via the phosphorylation of NF-κB and expression of the pain-related gene *PTGS2* (encodes COX2). Taken together, *Loxl2* knockout mice exacerbate TMJ-OA through cartilage/ECM degradation, mitochondrial dysfunction, chondrocyte apoptosis, and inflammatory gene expression, whereas LOXL2 treatment mitigate these effects.

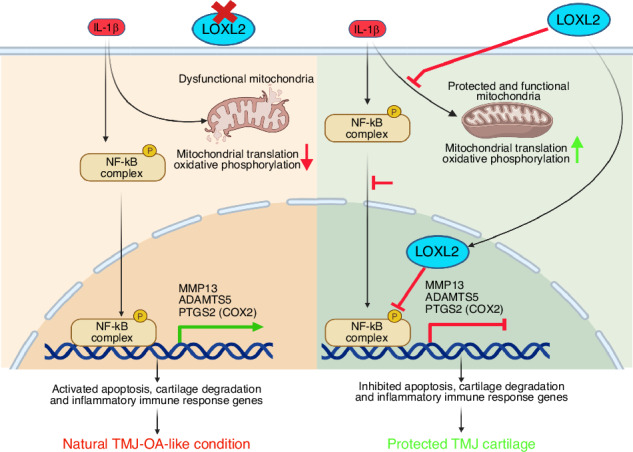

## Introduction

Temporomandibular disorders (TMDs) are prevalent and debilitating conditions that affect 5%–12% of the US population. In the United States, TMDs are associated with an annual cost of $4 billion.^1,2^ Temporomandibular joint osteoarthritis (TMJ-OA) is characterized by degenerative changes in cartilage that can lead to substantial structural and functional alterations. Damage to this cartilage can initiate biochemical changes and structural modifications in the TMJ condyle, promoting TMJ-OA that may not be treatable with maxillofacial surgery. TMJ condylar cartilage has a limited capacity for regeneration. Specific molecular cues promote mesenchymal stem cells or chondroprogenitors to regenerate the TMJ and knee joint articular cartilage.^3–7^ The TMJ is a unique joint because it features both superficial fibrocartilage and mandibular middle condylar cartilage, unlike the knee and other cartilages. Moreover, TMJ has distinct mechanisms of OA progression compared to other joints.^8–11^ Although the TMJ is highly susceptible to OA and pain, no FDA-approved agents promote TMJ fibrocartilage protection or regeneration owing to a lack of mechanistic understanding. Thus, the identification of disease-modifying candidates could be a breakthrough therapy.

Our earlier studies identified for the first time that lysyl oxidase-like-2 (LOXL2) could prevent cartilage damage and promote an anabolic response. LOXL2 is an extracellular enzyme that catalyzes the oxidative deamination of peptidyl lysine residues, thereby enhancing the synthesis of lysyl-derived collagen and elastin crosslinks in the extracellular matrix (ECM). It helps to maintain the tensile strength and structural integrity of numerous tissues. In addition, adenovirus-delivered LOXL2 in transgenic mice showed an anabolic effect on mouse knee joint articular cartilage at both molecular and functional levels.^12^ LOXL2 upregulates genes encoding anabolic proteins, such as Collagen Type II Alpha 1 chain (COL2A1), sex-determining region Y-box 9 (SOX9), and aggrecan (ACAN), as well as the epigenetic regulator Lysine Demethylase 6 B (KDM6B) in human chondrocytes in vitro. Furthermore, adenoviral delivery of LOXL2 promoted an anabolic response in the TMJ cartilage of chondrodysplasia (Cho/+) mice, a model of progressive TMJ degeneration. Additionally, other studies have demonstrated that LOXL2 enhances the biomechanical properties of the cartilage.^13,14^ However, if endogenous LOXL2 plays a crucial role in preserving TMJ cartilage, its mechanisms in the unique TMJ joint and the potential future TMJ-OA translational therapies remain unknown.

Here, the importance of LOXL2 was studied by deleting endogenous *Loxl2*, followed by global RNA-sequencing (RNA-seq) and histological analysis. Next, LOXL2 overexpression was investigated in murine TMJ cartilage explants, which showed that LOXL2 reversed IL-1β-induced inflammatory changes. Goat TMJ is similar to human TMJ and serves as a novel model for potential regenerative therapeutics. 15,16 Considering the translational significance of LOXL2 in TMJ regenerative medicine, the role of LOXL2 was investigated in a goat TMJ ex vivo model, which showed that LOXL2 attenuated various processes, including IL-1β-induced MMP13 expression, mitochondrial dysfunction, and NF-κB phosphorylation, which promote chondrocyte apoptosis.

## Results

### Aggrecan promoter-specific *Loxl2* knockout promotes TMJ-OA in mice

To evaluate whether LOXL2 loss-of-function promotes progressive degenerative changes in the TMJ condylar cartilage, aggrecan promoter-specific tamoxifen-inducible *Loxl2* knockout mice were generated (Figs. 1a and S1a). *Loxl2* knockout mice showed a reduction in LOXL2, ACAN, and proteoglycans, and an increase in MMP13 (Fig. 1b, c). To better understand the role of LOXL2 in TMJ-OA, we reanalyzed the available RNA-seq data^15^ and found that LOXL2 was significantly downregulated in the rabbit TMJ-OA model compared to that in the healthy TMJ, whereas *Il1b* (IL-1β) expression was significantly increased (Fig. 1d). These findings suggest that LOXL2 and IL-1β are inversely related to TMJ-OA. Increased IL-1β expression is a key event in the progression of natural OA.^16^

**Fig. 1:**
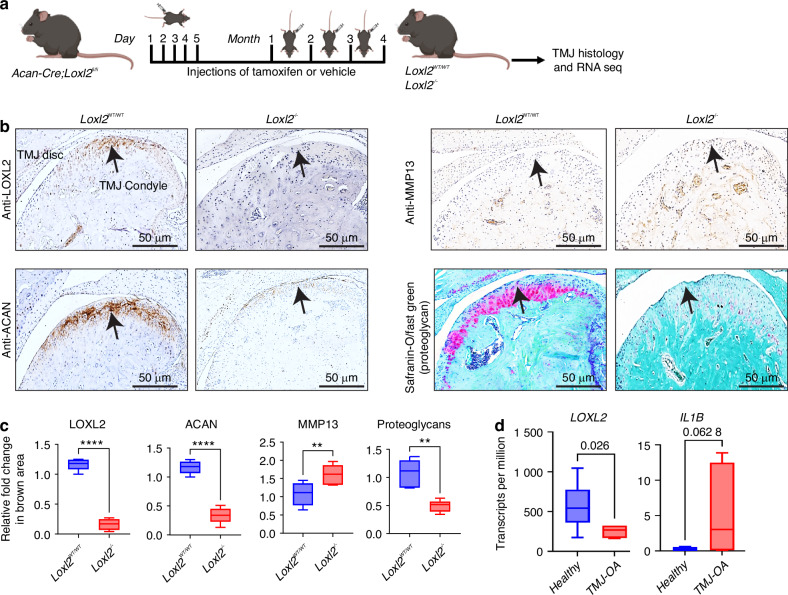
Cartilage-specific *Loxl2* knockout in mice promotes TMJ-OA. **a** Experimental design for tamoxifen-induced *Loxl2* knockout mice; *Acan-Cre;Loxl2*^*fl/fl*^ mice were injected with vehicle or tamoxifen daily for five consecutive days, followed by one injection per month for 4 months to generate *Loxl2*^*WT/WT*^ or *Loxl2*^*−/−*^, respectively. **b**, **c** Immunohistochemistry shows reduced levels of LOXL2 and ACAN, whereas increased levels of MMP13 in the *Loxl2* knockout mice; Safranin-O/Fast Green staining shows decreased levels of proteoglycans in the *Loxl2* knockout mice. The arrow indicates the semicircular TMJ condyle. **d** LOXL2 and IL1B expression in rabbits’ healthy TMJ and TMJ-OA analyzed from available data (*p* value calculated using the Wilcoxon rank sum test). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

### Aggrecan promoter-specific *Loxl2* knockout promotes TMJ-OA-related molecular changes in mice

RNA-seq and differential gene expression (DGE) analysis identified 4 242 dysregulated genes (*p*adj < 0.05) in *Loxl2* deleted mice, of which 2 240 protein-coding genes were upregulated and 2 002 were downregulated (Fig. 2a and Table S1). Interestingly, *Loxl2* deletion enhanced the expression of *Il1b* (IL-1β), *Mmp9, Mmp13, Adamts4*, and *Adamts5*, which are widely known for their roles in OA (Fig. 2b). GSEA showed higher enrichment for inflammatory responses and TNF-α signaling via NF-κB, ECM degradation, and collagen degradation networks (Fig. 2c). The *Loxl2* deletion TMJ cartilage signature had a higher enrichment of genes related to mast cell activation, macrophage activation, neuroinflammatory response, cytokine production, and IL6 production, contributing to OA and pain (Fig. 2d). *Loxl2* deletion also inhibited the expression of specific genes and pathways related to mitochondria, affecting mitochondrial translation and oxidative phosphorylation (Fig. 2e). Ingenuity pathway analysis (IPA) predicted that *Loxl2* knockout promoted cartilage degradation, cleavage of collagen and proteoglycan, chondrocyte death, and activation of the IL-1β network (Fig. S1b, c).

**Fig. 2:**
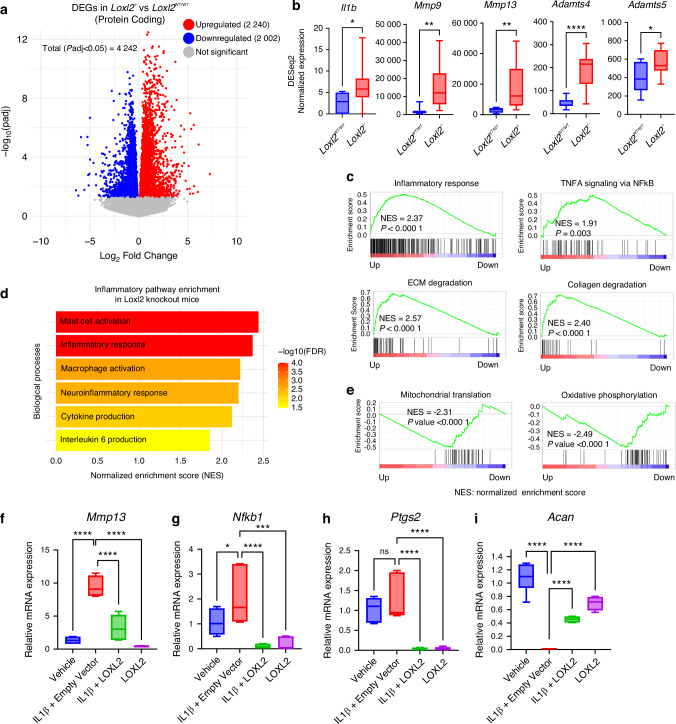
RNA-seq identified that *Loxl2* knockout shows TMJ-OA-like molecular signature, whereas LOXL2 treatment affects the expression of cartilage degradation and pain-related genes in mouse TMJ explant. **a** Volcano plot showing the total differentially expressed genes with *Loxl2* knockout in mice; red and blue dots represent significantly upregulated and downregulated genes, respectively, whereas gray dots represent genes with |adjusted *P* value > 0.05|. **b** Box plots representing elevated expression of *Il1b* (IL-1β), *Mmp9, Mmp13, Adamts4*, and *Adamts5* in the RNA-seq data of *Loxl2* knockout mice (*p* values were calculated using the default Wald test by the DESeq2 algorithm). **c** GSEA plots showing increased enrichment of inflammatory response and ECM/Collagen degradation gene sets with *Loxl2* knockout. **d** Increased enrichment of inflammatory pathway gene sets in *Loxl2* knockout mice. **e** GSEA analysis shows *Loxl2* knockout mice inhibit mitochondrial translation (MT) and oxidative phosphorylation (OP); NES: Normalized enrichment score. **f**–**i** Vehicle, IL-1β, IL-1β + LOXL2, and LOXL2 showed affected mRNA expression of *Mmp13, Nfkb1, Ptgs2*, and *Acan* (*P* values were calculated using one-way ANOVA). *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

### Adenoviral LOXL2 treatment in mice TMJ explants reverses OA-specific molecular signatures

Increased IL-1β expression is a key event in the progression of natural OA.^16^ Next, to evaluate whether LOXL2 could reverse IL-1β-induced OA-like changes, fresh murine TMJ cartilage explants were treated with vehicle, IL-1β, LOXL2, or a combination of IL-1β and LOXL2 in respective groups. IL-1β treatment promoted *Mmp13, Nfkb1*, and *Ptgs2*, which was significantly reduced by LOXL2 treatment (Fig. 2f–h). In contrast, IL-1β reduced *Acan*, which were restored in the LOXL2 treatment groups (Fig. 2i). Hence, these data suggest that the loss of *Loxl2* may be associated with inflammation and pain, which could lead to natural OA-like changes in the mouse TMJ that could be mitigated by ectopic LOXL2 treatment.

### Reduction in IL-1β-induced degenerative effects in goat TMJ cartilage by LOXL2 overexpression

The TMJ varies in structure and function compared to other joints and has two layers of cartilage: superficial layer cartilage (SLC) and medial layer cartilage (MLC). The SLC and MLC are distinct, as shown in previous studies. Therefore, we independently evaluated the effect of LOXL2 treatment on OA induced by IL-1β in goat TMJ cartilage explants (Fig. 3a) and in both SLC and MLC (Fig. 3b).

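RNA from cultured goat TMJ cells was sequenced in 12 libraries. Cells of the superficial layer (SLC) and of the middle cartilage layer (MLC) each gave 3 libraries labelled IL-1β and 3 labelled IL-1β + LOXL2. According to the paper, cells were treated with 10 ng IL-1β for 1 h, and LOXL2 was delivered beforehand by overnight transduction with an adenovirus. The paper's flow cytometry methods name an empty adenovirus for goat cells. Its culture methods, which cover the cells harvested for RNA-seq, do not say whether cells given IL-1β alone received one. Effects of LOXL2 and of the adenovirus itself were therefore not separable here. Vehicle-treated cells were not analysed here. The authors mapped paired-end reads of poly-T selected RNA to the goat genome (ARS1.2), counted reads per gene with featureCounts and deposited the counts without normalization. The SLC libraries held between 18751323 and 22123593 counts (median 19728437) with IL-1β and between 21080134 and 28931652 (median 22249738) with IL-1β + LOXL2. The MLC libraries held between 14158607 and 15330697 counts (median 14976796) with IL-1β and between 14188227 and 19459045 (median 18886663) with IL-1β + LOXL2. Genes were tested in each layer with edgeR's quasi-likelihood test after TMM normalization, whereas the paper used DESeq2. Normalized counts of single genes were scaled with DESeq2's median of ratios.
The LOXL2 gene (chromosome 8, 70222328 to 70337511, protein-coding) was examined first, as a check of the labels. Its normalized count in SLC was 13712 ± 211 (SD, n = 3) with IL-1β and 11355 ± 1079 (SD, n = 3) in the libraries labelled IL-1β + LOXL2. This is a log2 fold change of -0.27 (standard error 0.11, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MLC, it was 13023 ± 822 (SD, n = 3) and 12437 ± 568 (SD, n = 3), with a log2 fold change of -0.066 (standard error 0.086, adjusted p = 0.595 from the same test). The counts on the goat gene were therefore not higher in the libraries labelled IL-1β + LOXL2 in either layer. Whether reads from the adenoviral LOXL2 sequence could be counted on the goat gene is not known here. In SLC every library labelled IL-1β + LOXL2 was below every IL-1β library, and SLC LOXL2 was lower past the threshold in a fit on all 12 libraries (log2 fold change -0.25, adjusted p = 0.0480). With the trend of fold changes on gene span removed, an alternative chosen after the data were seen, the log2 fold change of LOXL2 was positive in both layers and not past the threshold. All directions given for LOXL2 treatment rest on the labels.

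**Figure D1:**
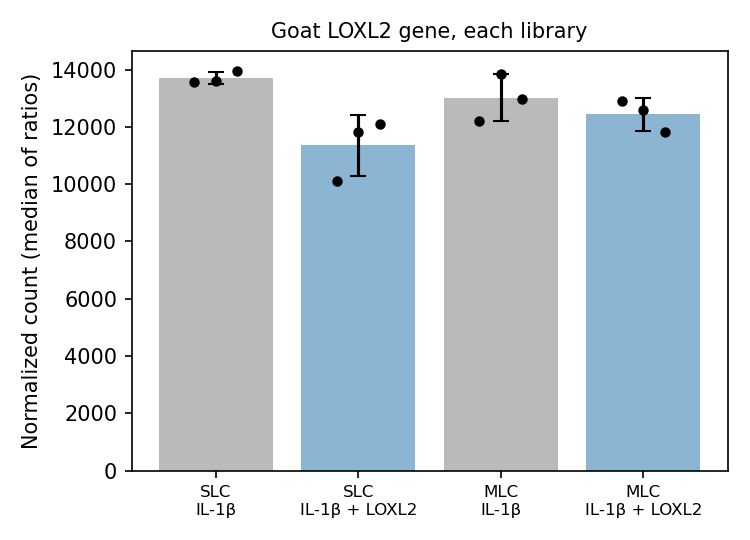
Normalized count (vertical axis, median-of-ratios scale within each layer) of the goat LOXL2 gene by layer and treatment; points are the 3 libraries of each group, bars their mean and error bars the SD. The SLC means are 13712 with IL-1β and 11355 with IL-1β + LOXL2, and the MLC means are 13023 and 12437.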

**Fig. 3:**
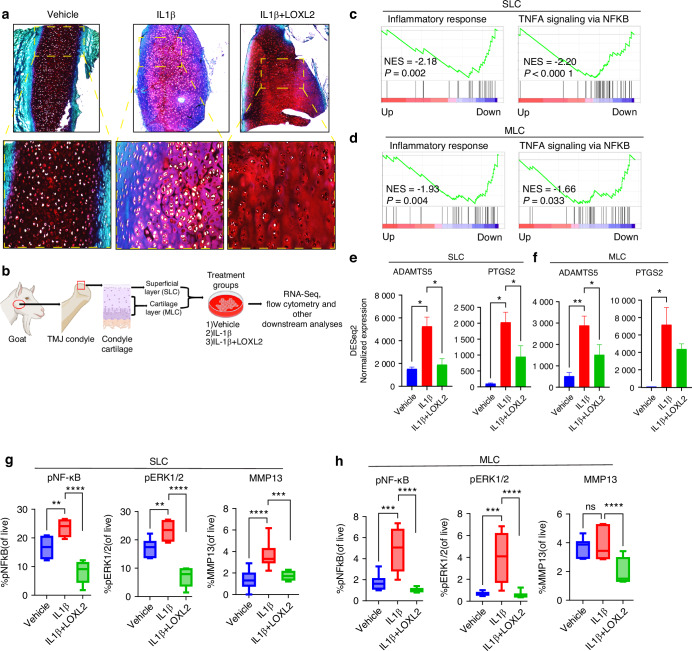
LOXL2 treatment in the goat TMJ cartilage protects against OA-like progression by depleting the expression of inflammatory NF-kB and cartilage degradation genes. **a** Histology analysis showed increased proteoglycans in the LOXL2-treated group. **b** Experimental design of ex vivo goat TMJ cartilage cells isolation and culture, LOXL2 treatment, and downstream analyses. **c**, **d** RNA-seq/DGE analysis followed by GSEA shows a significant reduction in inflammatory response and TNF alpha signaling via NF-κB gene sets in both SLC and MLC after LOXL2 treatment. **e**, **f** Bar plots showing increased mRNA expression of *ADAMTS5* and *PTGS2* with IL-1β treatment, which was attenuated in the LOXL2-treated group in SLC and MLC (*P* values were calculated using the default Wald test by the DESeq2 algorithm). **g**, **h** Flow cytometry showing MMP13, phospho-NF-κB, and phospho-ERK1/2 expression. The percentage of MMP13, pNF-κB, and pERK1 was significantly higher in the IL-1β-treated group, which was rescued by LOXL2 treatment (*P* values were calculated using a one-way ANOVA test). These results advocate the protective role of LOXL2 in the TMJ-OA. ns > 0.05 *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

To analyze the overall effect on TMJ cartilage, freshly isolated healthy goat TMJ explants were treated with vehicle, IL-1β, or IL-1β + LOXL2 and subjected to Safranin-O/Fast Green staining. Consistent with IPA findings, IL-1β affected proteoglycan (GAG; Glycosaminoglycan) levels, whereas LOXL2 rescued the proteoglycan (Fig. 3a). Tables S2 and S3 show the total differentially expressed genes in IL-1β + LOXL2 compared with the IL-1β-treated group for both SLC and MLC. 

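In SLC, 14103 of the 28910 genes in the table had enough counts to be tested. None had an adjusted p under 0.05 between the libraries labelled IL-1β + LOXL2 and IL-1β (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per group), and the smallest adjusted p was 0.0706. The same test gave 5472 genes with an adjusted p under 0.1, 2955 higher and 2517 lower, so the count of 0 depends on the threshold. At an unadjusted p under 0.05 there were 6108 genes, of which 3257 were higher and 2851 lower with LOXL2. With DESeq2's Wald test, the paper's tool, 4052 SLC genes had an adjusted p under 0.05. The fit without the first SLC replicate of IL-1β + LOXL2 moved the count most, to 8849 genes, and the other 5 fits that each left out 1 SLC library gave 0. In MLC, 2958 of 13664 tested genes passed the same threshold, 1341 of them higher and 1617 lower with LOXL2. The median absolute log2 fold change of these genes was 0.49, and 141 of them had an absolute log2 fold change of at least 1. The MLC count ranged from 0 to 6653 when each library was left out in turn. It was 0 without the first or the third IL-1β replicate or the second IL-1β + LOXL2 replicate. It was 6653 without the first IL-1β + LOXL2 replicate, with 3276 genes higher and 3377 lower. Without the second IL-1β replicate it was 822 (212 higher and 610 lower). Without the third IL-1β + LOXL2 replicate it was 474 (84 higher and 390 lower). In a fit on all 12 libraries it was 0 (3728 genes at an unadjusted p under 0.05), whereas the SLC count in that fit was 5965, with 3274 higher and 2691 lower. A test of the interaction of layer and treatment found 0 of 14534 genes whose LOXL2 effect differed between SLC and MLC, and 328 at an unadjusted p under 0.05. Without the first SLC replicate of IL-1β + LOXL2 these counts were 1 and 3987.
In MLC, the genes with the largest decrease among those past the threshold were WNK3, PAPPA, ATP7A, SHROOM4 and ZBED6, with log2 fold changes from -2.43 to -1.87. Those with the largest increase were SFRP2, TCAP, TNNI2 and C18H16orf74, with log2 fold changes from 1.28 to 1.55. Some of these genes had low counts in MLC. Mean normalized counts with IL-1β and with IL-1β + LOXL2 were 4.63 and 13.8 for SFRP2 and 8.52 and 23.1 for TCAP. They were 14.7 and 2.88 for PAPPA and 26.7 and 4.78 for WNK3. In SLC, the log2 fold change of SFRP2 was 0.042 (standard error 0.34). ATP7A (chromosome X, 3146014 to 3304897) fell from 312.8 ± 40.4 normalized counts (SD, n = 3) to 77.5 ± 54.3 (SD, n = 3), a log2 fold change of -1.98 (standard error 0.33, adjusted p = 0.0190 from edgeR). In SLC, ATP7A fell from 483 ± 131 (SD, n = 3) to 98.4 ± 100 (SD, n = 3), with an adjusted p of 0.0706 from edgeR. SLC ATP7A passed with DESeq2's Wald test (0.0299), in the fit on all 12 libraries (0.0158) and without the first IL-1β + LOXL2 replicate, where its log2 fold change was -3.58 (2.88e-05). MLC ATP7A did not pass in the fit on all 12 libraries (0.174) or without the first IL-1β replicate (0.0780), the third (0.0889) or the second IL-1β + LOXL2 replicate (0.107).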

LOXL2-treated chondrocytes showed significantly reduced enrichment of genes associated with inflammatory response and TNF-α signaling via NF-κB (Fig. 3c, d). Moreover, induced expression of key OA genes was also observed in IL-1β-treated SLC and MLC (Fig. S2a). 

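The paper's gene sets were not at hand, so the data behind this comparison were taken from gene lists written from general knowledge, tested with camera (inter-gene correlation preset at 0.01) and adjusted over 16 lists. Of the inflammatory response list, 111 members were tested in each layer. In SLC, 72 members were lower and 39 higher in the libraries labelled IL-1β + LOXL2, with a median log2 fold change of -0.17 (adjusted p = 0.0109 from camera). In MLC, 74 were lower and 37 higher, with a median of -0.16 (adjusted p = 0.0230 from camera). Of the NF-κB target list, 167 members were tested in SLC, where 96 were lower and 71 higher and the median was -0.068 (adjusted p = 0.0306 from camera). In MLC, 103 of 166 members were lower and 63 higher, with a median of -0.091, and the list did not pass the threshold (adjusted p = 0.0711 from camera). The inflammatory response and NF-κB target lists share 50 written names. In MLC, 21 inflammatory response members were lower and 6 higher past the gene threshold over all genes tested, as were 22 and 4 NF-κB targets. Adjusted over the list alone, 22 were lower and 6 higher for inflammatory response and 16 and 4 for NF-κB targets. No MLC gene passed over all genes tested in the fit on all 12 libraries or without the first or the third IL-1β replicate or the second IL-1β + LOXL2 replicate. In SLC, none passed over all genes tested. Adjusted over the list alone, 20 were lower and 4 higher for inflammatory response and 25 and 3 for NF-κB targets.
With camera and the correlation estimated from the data, neither list passed in either layer (adjusted p from 0.254 to 0.640). In SLC the estimated correlation was under the preset one, at -0.0028 for inflammatory response and 0.0056 for NF-κB targets. The unadjusted p from that test was 0.0159 and 0.0490. With the gene-span trend removed, an alternative chosen after the data were seen, both lists passed in both layers. The adjusted p was then 0.00241 for the SLC inflammatory response list, 5.18e-06 for the SLC NF-κB target list, 0.00364 for the MLC inflammatory response list and 2.05e-05 for the MLC NF-κB target list. The last also passed without a filter on low counts (0.0476). With fry, both lists passed in SLC (adjusted p of 0.00947 and 0.0490) and neither in MLC. The paper used GSEA. A preranked GSEA of these lists on the DESeq2 statistic gave a normalized enrichment score of -1.69 for inflammatory response (adjusted p = 6.50e-04) and -1.80 for NF-κB targets (adjusted p = 2.09e-05) in SLC. In MLC the scores were -1.59 (adjusted p = 0.00237) and -1.56 (adjusted p = 0.00188). A shorter core list of NF-κB targets did not pass with camera in SLC (adjusted p = 0.246) or MLC (adjusted p = 0.273).
Single libraries decided several of these calls. Without the first SLC replicate of IL-1β + LOXL2, the SLC inflammatory response list had an adjusted p of 0.119 and the SLC NF-κB target list 0.341, and without the third SLC replicate of IL-1β the latter had 0.0523. The MLC inflammatory response list had 0.169 without the second MLC replicate of IL-1β and 0.0897 without the first replicate of IL-1β + LOXL2. The MLC NF-κB target list passed without the first (0.00935) or the third (0.0249) MLC replicate of IL-1β and had 0.620 without the second. Whether the lists differ between the layers was not tested.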

IPA predicted that LOXL2 treatment resulted in the inhibition of catabolic processes, such as cartilage degradation, proteoglycan cleavage, cleavage of collagen fibers, chondrocyte death, and activation of anabolic glycosaminoglycan processes (Fig. S2b). Additionally, LOXL2 treatment reversed IL-1β-induced *ADAMTS5* and *PTGS2* (COX2) levels (Fig. 3e, f). 

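The pathway analysis software was not run here. Of a matrix degradation list, 28 members were tested in SLC, of which 13 were higher and 15 lower in the libraries labelled IL-1β + LOXL2. The median log2 fold change was -0.0064 (adjusted p = 0.527 from camera). In MLC, 14 of 29 members were higher and 15 lower (adjusted p = 0.641 from camera). A matrix anabolism list had 43 members tested in SLC, 17 higher and 26 lower, with a median of -0.12 (adjusted p = 0.0961 from camera). In MLC, 19 of its 46 tested members were higher and 27 lower, with a median of -0.061 (adjusted p = 0.222 from camera), and its direction reversed with the gene-span trend removed. Neither list passed the threshold in either layer, with 3 libraries per group. The SLC matrix anabolism list was lower past the threshold in the preranked GSEA (adjusted p = 0.0115) and without the first SLC replicate of IL-1β (adjusted p = 0.0449). The MLC matrix degradation list reversed direction without the second MLC replicate of IL-1β (adjusted p = 0.620). ACAN (chromosome 21, 19677141 to 19744901), which encodes the core protein of the main cartilage proteoglycan, had a log2 fold change of -0.27 in SLC (standard error 0.22, adjusted p = 0.358 from edgeR). In MLC, that of ACAN was -0.23 (standard error 0.11, adjusted p = 0.145 from edgeR). Without the first IL-1β + LOXL2 replicate, ACAN was lower past the threshold in SLC (log2 fold change -0.58, adjusted p = 6.44e-04) and MLC (-0.33, adjusted p = 0.00487), as SLC ACAN and MLC ACAN were in no other fit that left out 1 library. MMP13 was not distinguishable between the groups in SLC (log2 fold change 0.57, standard error 0.64) or MLC (-0.52, standard error 0.39). SLC MMP13 was higher past the threshold without the first IL-1β + LOXL2 replicate (1.05, adjusted p = 0.00611), and MLC MMP13 reversed to 0.28 without the second IL-1β replicate.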

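ADAMTS5 (chromosome 1, 7818403 to 7871968, protein-coding) had a normalized count in SLC of 5270 ± 803 (SD, n = 3) with IL-1β and 1916 ± 506 (SD, n = 3) in the libraries labelled IL-1β + LOXL2. The log2 fold change was -1.46 (standard error 0.21, adjusted p = 0.0706 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MLC, the normalized count of ADAMTS5 was 2894 ± 436 (SD, n = 3) with IL-1β and 1520 ± 471 (SD, n = 3) with IL-1β + LOXL2, a log2 fold change of -0.93 (standard error 0.18, adjusted p = 0.0190 from edgeR). PTGS2 (chromosome 16, 66345155 to 66353195, protein-coding) had 2031 ± 316 (SD, n = 3) and 951.5 ± 344 (SD, n = 3) normalized counts in SLC, a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.0706 from edgeR). In MLC, PTGS2 had 7185 ± 1971 (SD, n = 3) with IL-1β and 4393 ± 586 (SD, n = 3) with IL-1β + LOXL2, a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.0207 from edgeR). For both genes and both layers, every library labelled IL-1β + LOXL2 was lower than every IL-1β library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).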

ADAMTS5 and COX2 (PTGS2) are the major cartilage degradation factors and pain inducers. These data indicate that LOXL2 plays a key role in controlling the expression of inflammatory and pain marker genes in TMJ chondrocytes.

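Of the 16 genes the study names, 13 were tested in SLC. None passed over all genes tested, and 3, namely ADAMTS5, PTGS2 and GPX4, passed when adjusted over the list alone (adjusted p of 0.00197, 0.0243 and 0.0243 from edgeR). In MLC, 14 were tested, and 4 passed over all genes tested and 4 when adjusted over the list alone, namely ADAMTS5, PTGS2, GPX4 and TXNRD2. With DESeq2's Wald test, SLC ADAMTS5 had an adjusted p of 1.22e-07 and SLC PTGS2 of 0.00429, and in a fit on all 12 libraries they had 0.0149 and 0.0157. With each library left out in turn, the log2 fold change of ADAMTS5 stayed between -1.69 and -1.32 in SLC and between -1.19 and -0.73 in MLC. That of PTGS2 stayed between -1.34 and -0.83 in SLC and between -0.85 and -0.47 in MLC. Their calls depended on single libraries. Of the 6 fits that each left out 1 SLC library, both genes passed only in the one without the first IL-1β + LOXL2 replicate (adjusted p of 2.88e-05 for SLC ADAMTS5 and 3.34e-04 for SLC PTGS2). MLC ADAMTS5 stayed past the threshold in 3 of the 6 fits, those without the second IL-1β replicate (0.0498) or the first (3.84e-06) or the third (0.0298) IL-1β + LOXL2 replicate. MLC PTGS2 stayed past it in 1, without the first IL-1β + LOXL2 replicate (4.41e-04). In the fit on all 12 libraries, MLC ADAMTS5 and MLC PTGS2 did not pass (adjusted p = 0.174 for both). The paper names ADAMTS5 and COX2 (PTGS2) as major factors of cartilage degradation and pain. The paper reads in these data a key role of LOXL2 in controlling inflammatory and pain marker genes in TMJ chondrocytes.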

### IL-1β-induced degenerative effects, including NF-κB activation leading to MMP13 induction, are inhibited by LOXL2 in goat TMJ chondrocytes

Activation of NF-κB is an early event that occurs during the immune response,^17^ and constitutive NF-κB activation leads to OA-like changes.^18^ Therefore, we performed flow cytometry to analyze NF-κB phosphorylation (pNF-κB) and MMP13 protein expression. Interestingly, pNF-κB levels increased after IL-1β treatment and decreased after treatment with LOXL2 (Figs. 3g, h and S3). Studies suggest that NF-κB is activated through ERK1/2 signaling, where the ERK1/2 pathway activates the IkB kinase complex that phosphorylates IkB, resulting in its degradation and subsequent nuclear translocation.^19^ As expected, phosphorylated ERK1/2 levels were significantly elevated by IL-1β treatment and restored to normal levels by LOXL2 treatment (Figs. 3g, h and S3). Furthermore, MMP13 protein levels increased in IL-1β-stimulated SLC, whereas LOXL2 treatment resulted in a significant MMP13 reduction in both SLC and MLC (Figs. 3g, h and S3).

Overall, we concluded that IL-1β treatment causes proteoglycan degradation to promote TMJ-OA by inducing pNF-κB and MMP13, whereas LOXL2 reverses these effects, resulting in TMJ protection.

### LOXL2 preserves IL-1β-induced mitochondrial dysfunction

To delineate the possible mechanism by which LOXL2 protects TMJ cartilage, RNA-seq data and GSEA revealed that gene sets related to mitochondrial translation and oxidative phosphorylation were enriched in the LOXL2-treated group, providing a scientific basis for testing whether LOXL2 protects TMJ cartilage by controlling mitochondrial function (Fig. 4a, b). 

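A mitochondrial translation list had 94 members tested in each layer. In SLC, 90 were higher in the libraries labelled IL-1β + LOXL2, with a median log2 fold change of 0.57 (adjusted p = 1.71e-14 from camera). In MLC, 88 were higher, with a median of 0.33 (adjusted p = 2.16e-13 from camera). An oxidative phosphorylation list of nuclear genes had 57 members tested, of which 56 were higher in each layer. Its median log2 fold change was 0.72 in SLC (adjusted p = 4.52e-16 from camera) and 0.43 in MLC (adjusted p = 2.62e-17 from camera). These p-values rest on the preset inter-gene correlation. The correlation estimated from the data was 0.679 for mitochondrial translation and 0.889 for oxidative phosphorylation in SLC, and 0.455 and 0.766 in MLC. With it, neither list passed (adjusted p of 0.435 in SLC and 0.611 in MLC), and neither passed with fry (0.0830 in SLC and 0.108 in MLC). Both lists passed in both layers in each fit that left out 1 library. A preranked GSEA of the same lists on the DESeq2 statistic gave normalized enrichment scores of 3.07 and 3.27 in SLC and 3.01 and 3.18 in MLC.
Fold changes were related to gene length in these libraries. Across genes, which are not independent replicates, the rank correlation of the log2 fold change with genomic gene span was -0.49 in both layers, and the members of these lists are short, with a median span of 8223 bases for mitochondrial translation and 7918 bases for oxidative phosphorylation. With that trend removed from each library, an alternative chosen after the data were seen, the mitochondrial translation median fell to 0.39 in SLC and 0.22 in MLC. The oxidative phosphorylation median fell to 0.46 in SLC and 0.27 in MLC. Both lists remained past the camera threshold in both layers.

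**Figure D2:**
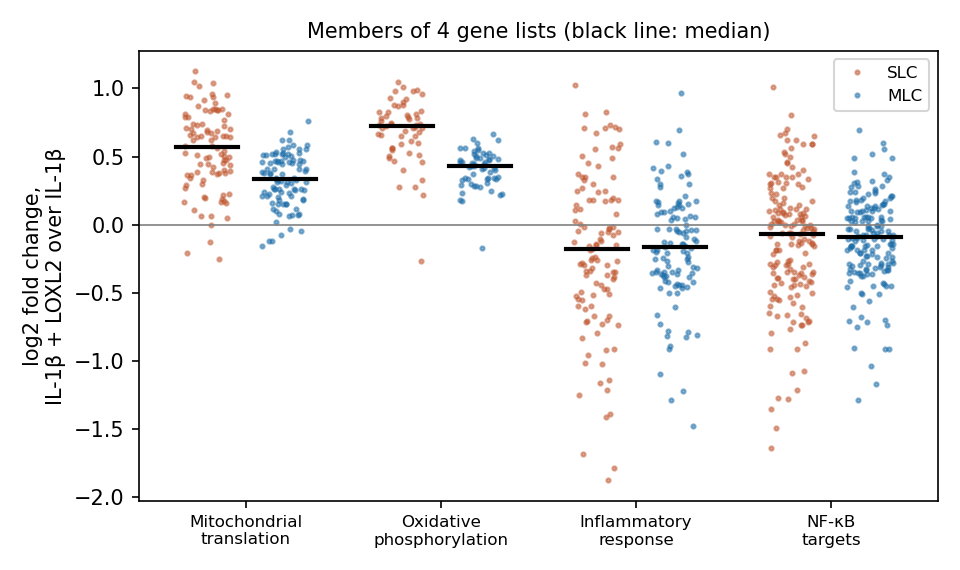
Log2 fold change of IL-1β + LOXL2 over IL-1β (vertical axis) for each tested member of 4 gene lists (horizontal axis), in SLC and MLC; each point is a gene and the black line is the list median. The medians of the mitochondrial translation list are 0.57 in SLC and 0.33 in MLC, and those of the inflammatory response list are -0.17 and -0.16.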

A subset of candidates from the mitochondrial translation (mitochondrial ribosomal subunits) and oxidative phosphorylation (NADH: Ubiquinone Oxidoreductase (Complex I) subunits) gene sets were negatively correlated, as *Loxl2* knockout resulted in their downregulation, whereas adenoviral LOXL2 treatment significantly enhanced their expression (Fig. S4a–d). These data suggested that LOXL2 treatment enhanced mitochondrial protein synthesis and energy production in TMJ chondrocytes. 

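The mouse knockout libraries were not analysed here. Of the mitochondrial ribosomal subunit genes, 77 were tested in each layer, and 77 in SLC and 75 in MLC were higher in the libraries labelled IL-1β + LOXL2. Their median log2 fold change was 0.64 in SLC and 0.37 in MLC. In MLC, 35 were higher with an adjusted p under 0.05 over all genes tested and 52 when adjusted over the list alone (edgeR). In SLC, none passed over all genes tested, 59 were higher when adjusted over the list alone, and 52 were higher past the threshold with DESeq2's Wald test. Of the Complex I subunit genes, 38 were tested, and 37 were higher in each layer, with a median log2 fold change of 0.73 in SLC and 0.46 in MLC. In MLC, 28 passed over all genes tested and 33 when adjusted over the list alone. In SLC, these counts were 0 and 36, and DESeq2 gave 36. No MLC gene passed over all genes tested in the fit on all 12 libraries or without the first or the third IL-1β replicate or the second IL-1β + LOXL2 replicate, so the 35 and 28 MLC calls were 0 there. From the enrichment and these subunits, the paper proposes that LOXL2 enhanced mitochondrial protein synthesis and energy production.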

Next, we evaluated the association between mitochondrial function and TMJ cartilage protection. TMJ chondrocytes were treated with the vehicle, IL-1β, IL-1β, LOXL2, or LOXL2. IL-1β treatment reduced the mitochondrial abundance, which was protected by LOXL2 (Fig. 4c, d). Overall, this data suggest that LOXL2 treatment of TMJ chondrocytes protects against the degenerative effects of IL-1β-induced cartilage degradation that leads to TMJ-OA.

**Fig. 4:**
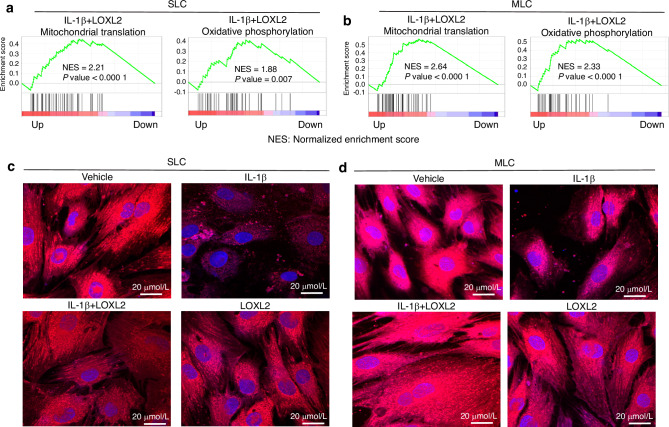
LOXL2 protects and enhances goat TMJ chondrocyte mitochondrial function. **a**, **b** GSEA analysis of LOXL2-treated TMJ chondrocytes shows higher enrichment of mitochondrial translation (MT) and oxidative phosphorylation (OP) in SLC and MLC. NES normalized enrichment score. **c** Confocal microscopy showing a reduction in mitochondrial abundance in IL-1β-treated SLC, which was preserved in the LOXL2-treated group; this effect was similar to the vehicle and LOXL2-only treated groups. **d** Confocal microscopy showing a reduction in mitochondrial abundance in IL-1β-treated MLC, which was preserved in the LOXL2-treated group; this effect was similar to the vehicle and LOXL2-only treated groups. MitoTracker^TM^ -Red dye was used to stain the active mitochondria. Images captured at 63X resolution

### LOXL2 prevents IL-1β-induced TMJ chondrocyte apoptosis

Mitochondrial dysfunction can activate cell death pathways while limiting cell survival, leading to chondrocyte apoptosis.^20^ Reduced mitochondrial translation and oxidative phosphorylation may lead to decreased ATP production, eventually affecting chondrocyte function and survival by increasing reactive oxygen species (ROS) production. Oxidative stress caused by ROS accumulation can activate the NF-κB pathway and may contribute to ECM/cartilage degeneration and the inflammatory immune response.^21,22^ IPA predicted that *Loxl2* knockout in mice increased IL-1β-induced chondrocyte apoptosis via aberrant NF-κB signaling (Fig. S4a), whereas the LOXL2 treatment reversed this effect (Fig. S4b). To validate whether LOXL2 affects chondrocyte apoptosis, we performed flow cytometry with Annexin V immunostaining. IL-1β treatment increased the expression of the chondrocyte apoptosis marker Annexin V. Conversely, LOXL2 treatment significantly reduced apoptosis compared to IL-1β treatment (Fig. 5a, b), suggesting that LOXL2 effectively mitigated TMJ chondrocyte apoptosis. To further evaluate the status of ROS, we performed a DCFDA assay followed by fluorescence microscopy after IL-1β and IL-1β + LOXL2 treatment, along with the respective controls. As expected, IL-1β treatment enhanced ROS production (green color) in SLC, whereas subsequent LOXL2 treatment mitigated ROS production (Fig. 6a). This finding was validated using flow cytometry, where levels of ROS production were significantly elevated in IL-1β treated groups compared to the control, which was inhibited by LOXL2 (Fig. 6b). Interestingly, mitochondrial abundance decreased in the IL-1β-treated group, which was rescued by LOXL2 (Fig. 6c). In MLC, the alterations in mitochondrial abundance were similar to those in SLC, and there was no significant change observed in ROS production across the treatments, including the vehicle-treated control (Fig. 6d–f). RNA-seq data from *Loxl2* knockout showed downregulation of ROS-quenching genes, such as *Gpx4* and *Txnrd2*, while *Sod1* remained unchanged (Fig. S4e). In contrast, LOXL2 treatment upregulated (Fig. S4f, g). 

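GPX4 (chromosome 7, 66891529 to 66893834) had a normalized count in SLC of 3774 ± 311 (SD, n = 3) with IL-1β and 7287 ± 2593 (SD, n = 3) in the libraries labelled IL-1β + LOXL2. The log2 fold change was 0.95 (standard error 0.25, adjusted p = 0.0706 from edgeR). In MLC, GPX4 had 3074 ± 204 (SD, n = 3) and 4246 ± 690 (SD, n = 3), a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.0229 from edgeR). With the gene-span trend removed, which was chosen after the data were seen, GPX4 in MLC no longer passed (log2 fold change 0.20, adjusted p = 0.103 from edgeR). TXNRD2, which the annotation places on an unplaced sequence, had a log2 fold change of 0.68 in SLC (standard error 0.24, adjusted p = 0.0821 from edgeR) and 0.50 in MLC (standard error 0.13, adjusted p = 0.0270 from edgeR). SOD1 (chromosome 1, 2298761 to 2307035) had 0.33 in SLC (standard error 0.15, adjusted p = 0.124 from edgeR) and 0.24 in MLC (standard error 0.099, adjusted p = 0.0900 from edgeR). With DESeq2's Wald test, SLC GPX4 (adjusted p = 0.00583) and SLC TXNRD2 (adjusted p = 0.0329) passed. Of the fits that each left out 1 library, the one without the first IL-1β + LOXL2 replicate was the only one in which any of the 3 genes passed, in SLC (adjusted p of 4.83e-05 for SLC GPX4, 1.26e-04 for SLC TXNRD2 and 0.00188 for SLC SOD1) and in MLC (4.31e-05 for MLC GPX4, 1.27e-05 for MLC TXNRD2 and 0.00737 for MLC SOD1). In the fit on all 12 libraries, SLC GPX4 (0.0152), SLC TXNRD2 (0.0250) and SLC SOD1 (0.0482) passed, and MLC GPX4 (0.189) and MLC TXNRD2 (0.183) did not. A list of 30 ROS-quenching genes had 25 members higher in SLC (median log2 fold change 0.39, adjusted p = 6.08e-04 from camera) and 21 in MLC (median 0.21, adjusted p = 0.00306 from camera). It passed in neither layer with fry, and the MLC ROS-quenching list did not pass with the gene-span trend removed (adjusted p = 0.0879).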

Taken together, these results suggest that IL-1β promotes chondrocyte apoptosis via increased ROS production; however, LOXL2 inhibits this activity.

**Fig. 5:**
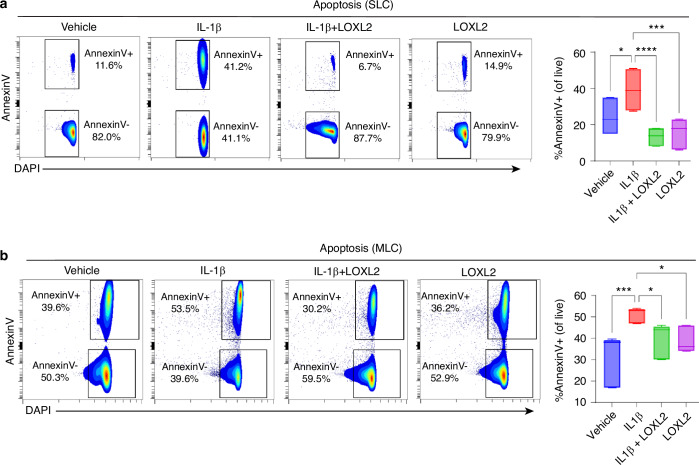
IL-1β-induced chondrocyte apoptosis was reduced following LOXL2 treatment. **a**, **b** Flow cytometry-based detection of apoptotic cell population using Annexin V immunostaining. IL-1β treatment showed increased apoptosis (%Annexin V+ cells), while LOXL2 treatment significantly decreased the Annexin V+ apoptotic cells in both SLC and MLC (*p* values were calculated using one-way ANOVA test). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

**Fig. 6:**
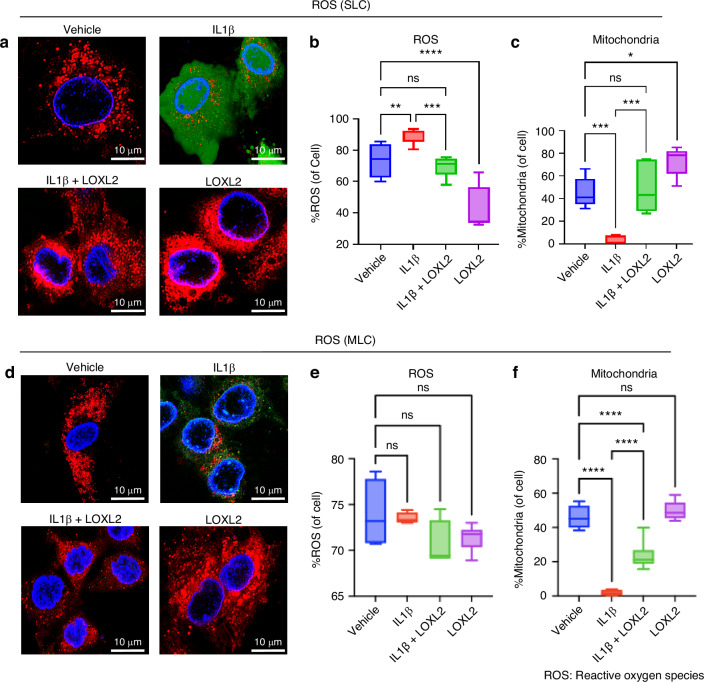
ROS levels were elevated after IL-1β treatment, whereas LOXL2 mitigates it. **a** Confocal microscopy images of SLC stained with DCFDA reveal elevated ROS levels and variable mitochondrial abundance. Green, ROS; red, mitochondria; blue, nuclei. **b** Flow cytometric analysis shows a reduction in ROS levels in SLC following LOXL2 treatment. **c** Quantification of mitochondrial abundance by flow cytometry indicates regulated mitochondrial levels in LOXL2-treated SLC. **d** Confocal microscopy images of MLC stained with DCFDA reveal increased ROS levels and variable mitochondrial abundance. Green, ROS; red, mitochondria; blue, nuclei. **e** Flow cytometric analysis shows a decrease in ROS levels in MLC after LOXL2 treatment. **f** Quantification of mitochondrial abundance by flow cytometry indicates controlled mitochondrial levels in LOXL2-treated MLC

### LOXL2 attenuates IL-1β-phospho-NF-κB axis-mediated apoptosis in goat TMJ chondrocytes

To evaluate the mechanism of protection against chondrocyte apoptosis, we compared RNA-seq of IL-1β increased and IL-1β decreased states after LOXL2 perturbations, which showed that chondrocyte apoptosis was mediated via NF-κB (Fig. S5a, b). 

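The goat libraries allow the comparison of IL-1β + LOXL2 with IL-1β. A list of pro-apoptotic genes had 33 members tested in SLC, of which 24 were higher and 9 lower in the libraries labelled IL-1β + LOXL2, with a median log2 fold change of 0.20 (adjusted p = 0.0524 from camera). In MLC, 22 of 32 members were higher and 10 lower, with a median of 0.15 (adjusted p = 0.139 from camera). In SLC the list was higher past the threshold without a filter on low counts (adjusted p = 0.0283) and in the preranked GSEA (adjusted p = 0.0184). Leaving out the first IL-1β replicate (0.0293) or the third IL-1β + LOXL2 replicate (0.0461) also brought the SLC pro-apoptotic list past it, and leaving out the second IL-1β replicate did so for the MLC pro-apoptotic list (0.0356). Of the NF-κB subunit genes, RELA (chromosome 29, 44246185 to 44255133) had a log2 fold change of 0.10 in SLC (standard error 0.12, adjusted p = 0.498 from edgeR) and 0.050 in MLC (standard error 0.081, adjusted p = 0.675 from edgeR). NFKB1 (chromosome 6, 22479111 to 22604662) had -0.27 in SLC (standard error 0.094, adjusted p = 0.0818 from edgeR) and -0.11 in MLC (standard error 0.098, adjusted p = 0.438 from edgeR). SLC NFKB1 was lower past the threshold without the first IL-1β + LOXL2 replicate (0.0305) and in the fit on all 12 libraries (0.0475). With the gene-span trend removed, the signs of RELA and NFKB1 reversed in both layers, none past the threshold. These are transcript counts and do not measure phosphorylation.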

Activation of the NF-κB pathway leads to degenerative changes and inflammation.^21,22^ RelA(p65)/p50 heterodimers are the most common form of NF-κB.^23^ We assessed the levels of phosphorylated NF-κB (pNF-κB/p65/RelA) by flow cytometry. pNF-κB translocates to the nucleus and facilitates the transcription of proapoptotic genes in response to ROS accumulation.^24–26^ IL-1β treatment elevated pNF-κB levels, which were reduced in the LOXL2-treated group (Fig. 7a, b). To evaluate the translocation of pNF-κB in apoptotic chondrocytes, we performed confocal microscopy and visualized the levels of Annexin V (green) and pNF-κB (red) (Fig. 8). We observed a significant elevation in Annexin V and pNF-κB levels after IL-1β treatment, which was inhibited by LOXL2.

**Fig. 7:**
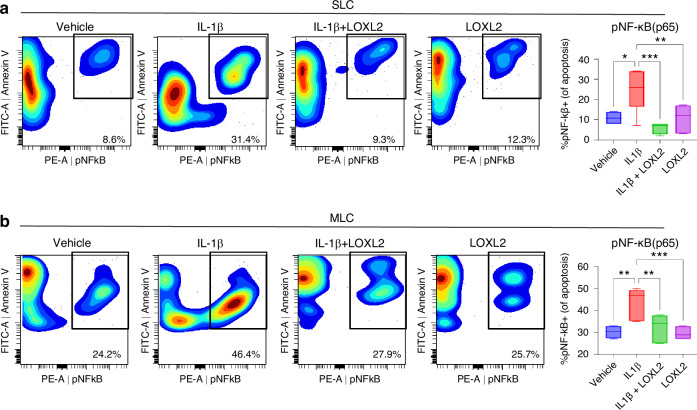
LOXL2 treatment reduces IL-1β-induced chondrocyte apoptosis via inhibiting the NF-κB pathway. **a**, **b** Flow cytometry detects that IL-1β treatment significantly increased the activated pNF-κB in apoptotic cell population, which was rescued in LOXL2 treatment groups of SLC and MLC (*P* values were calculated using a one-way ANOVA test)

**Fig. 8:**
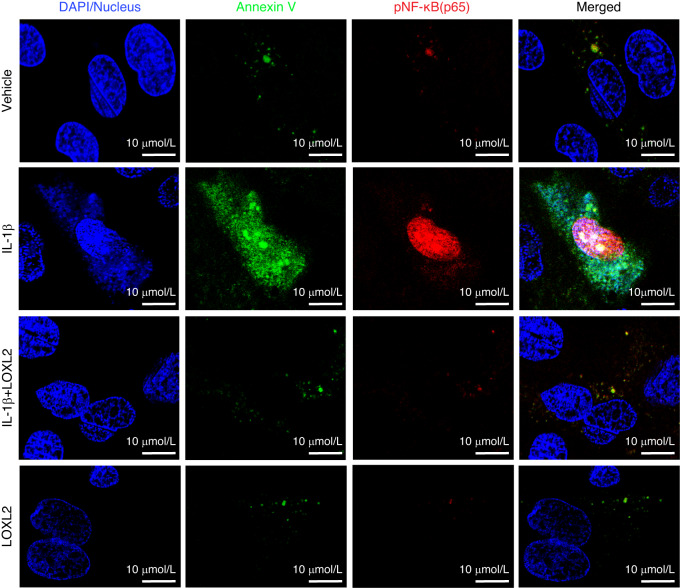
Nuclear localized pNF-κB promotes apoptosis, which is mitigated by LOXL2. Confocal microscopy showed that the levels of Annexin V and pNF-κB double-positive MLC cells were highly increased with IL-1β, which was rescued by LOXL2 treatment. Blue represents DAPI-stained nuclei, green represents Annexin V, and red represents activated pNF-κB translocated to the nucleus. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

Next, we investigated the role of NF-κB in chondrocyte apoptosis. We conducted flow cytometric analysis using Annexin V staining following NF-κB inhibition in goat TMJ chondrocytes. IL-1β treatment increased apoptosis in both the SLC and MLC populations, whereas co-treatment with an NF-κB inhibitor significantly attenuated this effect (Fig. 9a, b). These findings implicate NF-κB in IL-1β-induced chondrocyte apoptosis, consistent with the transcriptomic changes observed in *Loxl2* knockout and overexpression models. Moreover, the chromatin immunoprecipitation (ChIP) assay for NF-κB showed increased occupancy of IL1B when treated with IL-1β, whereas subsequent LOXL2 treatment showed a reduction (Fig. 9c). We also assessed the mRNA expression of IL1B, NFKB1, and PTGS2 genes and found their downregulation in both LOXL2-treated groups as well as in the NF-kB inhibitor-treated group (Fig. 9d). Thus, we conclude that LOXL2 protects TMJ cartilage from the degenerative effects of IL-1β- and NF-κB-mediated chondrocyte apoptosis and TMJ-OA-like progression (Graphical abstract).

**Fig. 9:**
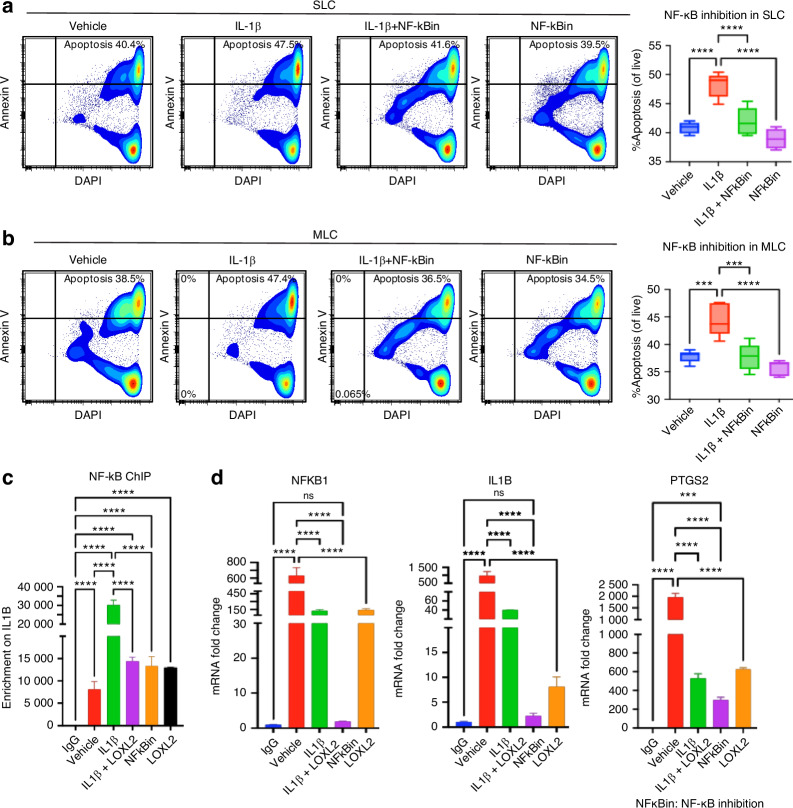
NF-κB inhibition reduces IL-1β-induced chondrocyte apoptosis, similar to LOXL2, and NF-κB has an interactive relationship with LOXL2. **a**, **b** Annexin V staining followed by flow cytometry shows a reduction in chondrocyte apoptosis after NF-κB inhibitor treatment in SLC and MLC. **c** ChIP with NF-κB antibody confirms its enrichment on *IL1B* gene, which was reduced after LOXL2 overexpression or NF-κB inhibitor treatment. **d** Depletion in mRNA levels of NFKB1, IL1B, and PTGS2 genes after LOXL2 overexpression or NF-κB inhibitor treatment was confirmed with RT-qPCR. ns > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

## Discussion

The aim of this study was to investigate the mechanistic role of LOXL2 in TMJ-OA. Genetic deletion of LOXL2 in cartilage attenuates aggrecan and proteoglycans while increasing IL-1β, MMP13, and ADAMTS5 levels, leading to progressive TMJ-OA-like changes. LOXL2 treatment protected the TMJ cartilage from the degenerative effects of IL-1β and reduced the inflammatory immune response and TMJ chondrocyte apoptosis. This is the first study to evaluate the variable transcriptomic signatures of IL-1β activation due to the loss of LOXL2, whereas LOXL2 overexpression restored specific transcriptional changes, attenuating chondrocyte apoptosis and pNF-κB.

IL-1β is a pro-inflammatory cytokine that contributes to the inflammatory response in joints and chondrocyte apoptosis.^20,27,28^ IL-1β induces its effects by activating NF-κB signaling, leading to the transcription of *Mmp13* and *Adamts5*,^29^ cartilage degradation, and compromising the structural integrity of cartilage.^30,31^ MMP13 is known for its potent collagenolytic activity, mainly targeting type II collagen and promoting cartilage degradation and OA.^32^ ADAMTS5 degrades aggrecan and exacerbates OA pathology.^33^ NF-κB activation worsens disease outcomes in patients with TMJ-OA and in discectomy-induced TMJ-OA in mice.^34,35^ NF-κB is activated via ERK1/2 signaling,^36,37^ and promotes immune response activation.^19^ Moreover, NF-κB pathway activation induces the expression of ADAMTS5 and aggravates TMJ-OA.^38^ NF-κB signaling inhibitors have also been developed for OA.^39^

In addition, *Ptgs2*, a key mediator of PGE2 (prostaglandin E2) production, was also upregulated in *Loxl2* knockout mice and downregulated with LOXL2 treatment. PGE2 plays a critical role in mediating inflammation and sensitizing nociceptors, thereby contributing to pain perception in OA.^40,41^ This correlates with previous findings that NF-κB can also enhance joint injury by inducing COX2, eventually promoting apoptosis of articular chondrocytes, tissue inflammation, and the synthesis of catabolic factors.^42^ COX2 is directly associated with synovitis and joint pain in patients with internal derangement or TMJ-OA, rendering its inhibition significant for reducing inflammation and pain in the TMJ.^43,44^ Finally, we confirmed that LOXL2 treatment restored IL-1β-induced morphological changes, ECM integrity, and apoptosis in chondrocytes, which is critical for understanding the outcome of LOXL2-induced protective effects. Hence, this provides functional validation that LOXL2 plays a protective role in murine TMJ cartilage, and its loss results in natural TMJ-OA-like conditions.

Looking forward to the clinical translation of LOXL2 as a therapeutic candidate, we analyzed ex vivo goat TMJ condylar cartilage explants and cells. As reviewed in our recent publications,^45,46^ goats are ideal large animal models for evaluating TMJ regenerative medicine. One advantage is the accessible joint space because the zygomatic arch does not hinder access, making its surgical anatomy comparable to that of humans. Another significant advantage is its status as a ruminant species, consuming 12–16 h daily for chewing food. Successful therapies tested in goats are likely to translate well into humans. Thus, we evaluated the potential of LOXL2 in IL-1β-induced chondrocyte apoptosis, mitochondrial dysfunction, pNF-κB activation, and transcription. LOXL2 treatment of goat TMJ chondrocytes resulted in pNF-κB and pERK1/2 reduction and downregulation of COX2 (*Ptgs2*). This strongly supports our hypothesis that LOXL2 protects against inflammatory responses during TMJ-OA.

The molecular distinction between SLC and MLC provides critical insight into their slightly different roles in TMJ-OA progression. Upon IL-1β stimulation, MLC exhibited a greater fold increase in key OA markers such as MMP13 and ADAMTS5, compared to SLC. Our recent findings also showed that significant enrichment of ECM and collagen degradation pathways in MLC, indicating an elevated catabolic profile.^47^ Moreover, IL-1β treatment resulted in more severe degradation of the ECM-like structure in MLC compared to SLC observed under the scanning electron microscope.^47^ These findings suggest that MLC possesses an inherently greater susceptibility to inflammatory and degradative processes, contributing more actively to cartilage degeneration in TMJ-OA.

The LOXL2 loss- and gain-of-function gene networks related to the mitochondria may be critical for understanding the mechanisms of action. *Loxl2* knockout resulted in downregulation of mitochondrial translation and oxidative phosphorylation, whereas these processes were upregulated by LOXL2 treatment. Previously, altered mitochondrial function was shown to contribute to OA development.^20^ Mitophagy and NF-κB signaling are initiated as parallel pathways in response to mitochondrial stress.^48^ Mitochondrial biogenesis is controlled by p62-mediated mitophagy, controlling the balance of mitochondrial dysfunction, which plays a vital role in OA development.^20,49–51^ Therefore, future studies should also focus on validating the interplay between mitophagy, mitochondrial dysfunction, and NF-κB signaling regulated by LOXL2, which affects TMJ cartilage.

Integrin-focal adhesion kinase (FAK) signaling is required to trigger the NF-κB pathway.^52,53^ However, one published study showed conflicting results in that LOXL2 activated integrin-FAK signaling in mandibular chondrocytes.^54^ 

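In the goat cells, a list of integrins and their signaling partners had 48 members tested in each layer. In SLC, 33 members were lower and 15 higher in the libraries labelled IL-1β + LOXL2 than in those labelled IL-1β, with a median log2 fold change of -0.29 (adjusted p = 0.00174 from camera, 3 libraries per group). In MLC, 31 were lower and 17 higher, with a median of -0.13 (adjusted p = 0.0230 from camera). The list passed in each fit that left out 1 library in both layers. It did not pass with fry (adjusted p of 0.0830 in SLC and 0.108 in MLC) or with an estimated correlation (0.435 and 0.611). The median genomic span of its members was 72547 bases. With the trend of fold changes on gene span removed, chosen after the data were seen, the list did not pass in SLC (adjusted p = 0.318) or in MLC (adjusted p = 0.989), where its direction reversed.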

Our data also showed that *Loxl2* knockout mice TMJ has an increase in Integrin signaling, whereas LOXL2 overexpression reduced it.

The limitations of this study are that the findings were evaluated in murine and goat tissues, and whether LOXL2 protects TMJ cartilage during clinical studies by similar mechanisms is unknown. While mitochondrial staining revealed variability across groups, the reduced fluorescence in the LOXL2-treated group compared to the vehicle control may reflect differences in mitochondrial dynamics or cell state. Further validation using quantitative assays such as Seahorse for the oxygen consumption rate is required to confirm these observations. MitoTracker Red-CMXros staining followed by confocal microscopy was used as a qualitative indicator of mitochondrial abundance, and not as a direct or quantitative measure of degeneration. Moreover, this study focused on cartilage-specific changes following *Loxl2* knockout using an aggrecan promoter-driven tamoxifen-inducible model. We did not assess the structural or cortical bone alterations in the TMJ condyle. Further studies involving imaging modalities such as micro-CT could provide valuable insights into the potential effects of *Loxl2* knockout on subchondral bone remodeling and TMJ-OA progression. While no phenotypic differences between male and female mice were observed, hence, the molecular differences were not evaluated. However, we acknowledge that molecular-level sex differences may exist. Given the recognized influence of sex on OA pathogenesis, including differential expression of IL-1β, NF-κB, and MMP13, the absence of sex-stratified molecular data represents a limitation. Future studies will incorporate such analyses to better define the sex-specific role of LOXL2 in TMJ-OA.

In conclusion, *Loxl2* deletion promotes chondrocyte apoptosis by promoting IL-1β, NF-κB, MMP13, and ADAMTS5 expression, which are activated during synovitis, inflammation, and OA. It also reduces the aggrecan, collagen, and proteoglycan networks, which are critical for maintaining a healthy TMJ. LOXL2 overexpression could reverse these apoptotic changes, and pNF-κB in murine and goat tissues indicated its utility (Graphical abstract). The findings of this study have significant implications in the development of new therapies for TMJ disorders. Further research will help us fully understand the potential risks and benefits of using LOXL2 as a therapeutic target in TMJ-OA.

## Materials and methods

### TMJ cartilage-specific *Loxl2* knockout mice

*Loxl2* floxed (fl) mice were obtained from Dr. Cano’s laboratory (Madrid, Spain)^55^ and crossed with the aggrecan promoter-specific ERT2 inducible Cre-recombinase Acan^tm(IRES-CreERT2)^ or the Acan-Cre^ERT2^ mouse line (Jax #019148) to generate Acan-Cre; *Loxl2*^flox/flox^. Genotyping was performed with specific primers using polymerase chain reaction (PCR)^55^ and real-time quantitative PCR (RT-qPCR) (Transnetyx Inc.). For tamoxifen-induced deletion of *Loxl2*, one 100-μL intraperitoneal Tamoxifen (75 mg/kg in corn oil) was administered daily for five consecutive days, followed by a maintenance dose of a single injection every month. Six-month-old Acan-Cre;*Loxl2*^fl/fl^ mice were divided into two groups and intraperitoneally injected with either vehicle or tamoxifen (*n* = 8 vehicle, four males and four females) (*n* = 12 tamoxifen, six males and six females). The mice were sacrificed after 4 months, followed by TMJ histology and RNA-seq. In particular, TMJ condylar heads along with a portion of the subchondral bone were collected for RNA-seq.

### Histology and immunostaining

TMJ joints from *Loxl2* transgenic mice were fixed in 4% paraformaldehyde for 24 h, decalcified in 10% EDTA (pH 7.4) for 21 days, fixed in paraffin, and subjected to histological analysis and immunostaining. Staining with Safranin-O/Fast Green (American Mastertek Inc., Lodi, CA, USA) was performed as described.^56^ Three slices from four mice per group were deparaffinized, immunostained with specific antibodies to identify LOXL2, ACAN, and MMP13 (Abcam), and visualized with HRP-linked anti-rabbit antibodies. Stained tissues were scanned using a digital slide scanner (Panoramic MIDI; 3D Histech, Budapest, Hungary).

### Ex vivo goat TMJ cartilage cell culture and adenoviral LOXL2 transduction

Fresh goat TMJ were obtained from local abattoirs (6–9 months of age, female), according to the protocol developed by our Almarza lab.^47^ The condylar fibrocartilage was digested with 200 U/mL collagenase type II for 1 h, and the SLC was separated from the MLC of the fibrocartilage. After 1 h of digestion, the SLC were peeled, minced, and digested in 200 U/mL collagenase type II (Worthington) for another 3 h. CL was separated from the TMJ bone using a scalpel blade and digested in 200 U/mL collagenase type II (Worthington) at 37 °C and 5% CO_2_ with mechanical agitation (rocker, approximately 0.4 Hz). Superficial layer-derived cells (SLC) and middle cartilage layer-derived cells (MLC) were then plated in culture medium for another 24 h. Finally, the cells were frozen in dimethyl sulfoxide (DMSO) and shipped to Boston University. SLC and MLC were cultured in DMEM supplemented with 10% FBS under standard conditions (37 °C, 5% CO_2_). Cells were used at passages 3–5. Treatments included vehicle, IL-1β (10 ng), Ad5-LOXL2 (5.2 × 10^8^ PFU/mL), and a combination of Ad5-LOXL2 and IL-1β. IL-1β treatment lasted for 1 h, whereas Ad5-LOXL2 was incubated overnight with cells for transduction. In the combined treatment group (Ad5-LOXL2 + IL-1β), the cells were transduced overnight and treated with IL-1β for 1 h the following day. After treatment, cells were harvested for RNA-seq and downstream analysis.

### Mouse and goat TMJ explants experiments

Mouse TMJ cartilage explants were collected from C57BL/6J mice (*n* = 4/condition) and treated with vehicle, IL-1β, IL-1β + LOXL2, or LOXL2. Goat TMJ condyles were collected from a local abattoir. The cartilage explants were scraped from the TMJ using a scalpel and incubated in DMEM supplemented with 10% FBS and 1% PenStrep. The treatment strategy was similar to that used for the Mouse TMJ explants.

### RNA-sequencing and bioinformatics analyses

Total RNA was extracted from all samples using the TRIzol protocol according to the manufacturer’s instructions (Qiagen). The extracted RNA samples were subjected to RNA-seq using Novogene (Sacramento, California, USA). All the samples were tested for quality before library construction. Only samples that passed the quality check were selected based on the RNA Integrity Number (RIN). Paired-end RNA-seq was performed using the Illumina high-throughput sequencing platform. Raw FASTQ sequencing reads were assessed for quality control and trimmed or pre-processed using an in-house Novogene Perl script. The filtered data were mapped against the reference genomes of Mus musculus (mm10) and Capra hircus (ncbi_capra_hircus_gcf_001704415_2_ars1_2). Feature Counts (v1.5.0-p3) were used to quantify the number of raw reads mapped to each gene. DGE analysis was performed using the DESeq2 package in the R/Bioconductor software. Functional enrichment analysis was performed using the gene set enrichment analysis (GSEA-v4.3.2) software to evaluate the biological processes or hallmark pathways implicated. Heatmaps were generated using the ComplexHeatmap package in R. Volcano plots for differentially expressed genes were generated using the ggplot2 package in R. Box/bar plots were generated using the GraphPad PRISM software (v10.1.0). Ingenuity pathway analysis (IPA) was performed using IPA software (Qiagen).

### Chromatin immunoprecipitation (ChIP) assay

ChIP analysis was performed using ~4 × 10^6^ cells and the SimpleChIP® Enzymatic Chromatin IP Kit (Magnetic Beads), according to the manufacturer’s instructions (Cell Signaling Technology, #9003s). Purified anti-NF-κB p65 antibody (Biolegend, #622601) was used to pull the NF-κB-bound chromatin from all treatment groups. DNA was subsequently used in qPCR to determine the fold enrichment of NF-κB with the genes of interest across the treatments.

### Confocal microscopy for chondrocyte apoptosis and mitochondrial dynamics

To investigate the effects of different treatments on mitochondrial dynamics, goat cells were exposed to the vehicle, IL-1β, Ad5-LOXL2, or a combination of Ad5-LOXL2 and IL-1β, and the NF-κB (p65) inhibitor helenalin (MedChemExpress, #HY-119970). MitoTracker Red-CMXros (Thermo Fisher Scientific) dye was used to stain mitochondria. DAPI was used to stain the nuclei, allowing for the detailed visualization of mitochondrial distribution using confocal microscopy at 63x magnification. We also stained the cells with DAPI and FITC-annexin V in combination with PE-anti-phospho-NF-κB (BD #558423) to observe the apoptotic effect induced by IL-1β and the protective role of LOXL2. Cell fixation/permeabilization and intercellular staining were performed using the True-Nuclear Transcription Factor Buffer Set (BioLegend).

### Flow cytometry and apoptosis assay

Goat TMJ cells were grown in a monolayer and infected with Ad5-Empty or LOXL2 (5.2x10^8^PFU/mL) in respective groups overnight, followed by stimulation with IL-1β for 1 h. FITC-annexin V assay was performed according to the manufacturer’s instructions to determine the percentage of chondrocytes undergoing apoptosis. After treatment, TMJ cells were collected, washed twice with cold PBS, and resuspended in 100 μL binding buffer. FITC-annexin V (Thermo # A13199) or anti-MMP13 antibody (5 μL per tube) was added to the respective groups and incubated for 15 min at 25 °C in the dark. Intercellular staining with PE-anti-phospho-NF-κB (p65) (BD #558423) was performed using the True-Nuclear™ Transcription Factor Buffer Set (BioLegend #424401) following the manufacturer’s protocol, and examined using a five-laser 64-color Cytek Aurora spectral flow cytometer.

### Statistical analyses

Statistical calculations were performed using GraphPad Prism for box plots. *P* values were calculated using *t*-tests and one-way analysis of variance (ANOVA) with Brown–Forsythe and Welch correction. DESeq2 was used to identify differentially expressed genes, employing Wald’s test for *P* value calculation and the Benjamini-Hochberg method for multiple hypothesis testing to control the false discovery rate and obtain adjusted *P* values. The statistical tests used are detailed in the figure legends.

## Supplementary information

Supplementary Figures and Tables

## Data Availability

Raw RNA-sequencing data were submitted to NCBI GEO under accession ID GSE276978 (mice) and GSE277139 (goat). All other software and packages used in this study are described in the “Materials and methods” section.

How the deposited data were processed for this re-analysis (not part of the article)

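RNA-seq of goat TMJ cells was analysed in 12 libraries, 3 of each combination of layer (SLC, MLC) and treatment (IL-1β, IL-1β + LOXL2). The mouse libraries, vehicle-treated cells, flow cytometry, microscopy and ChIP were not analysed here. The authors deposited raw counts of reads per gene in a table for each layer, made by trimming paired-end reads, mapping them to the goat genome ARS1.2 and counting with featureCounts. The paper's text does not name the aligner or the settings for strand and for reads that map to several genes, so counts of overlapping genes, of antisense genes and of genes with near-identical copies, such as ribosomal protein genes, are uncertain. The sample labels name an RNeasy kit for RNA extraction and the paper names TRIzol. Each table has 28910 rows, of which 28884 carry a symbol of the RefSeq annotation of ARS1.2, the build the authors used, and 26 carry names that a spreadsheet turned into dates. There were 1783 rows that share a name with another row, 16 of them not tRNA genes, and these were kept apart. No row lacked a gene. Coordinates are from the RefSeq annotation.

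Library totals ranged from 14158607 to 28931652 counts. No replicate pair differed by as little as counting noise (chi-square per degree of freedom of at least 2.30). The value was 169 and 62.0 for the pairs holding the first SLC IL-1β + LOXL2 replicate and 31.0 for the other pair of that group. Within the MLC IL-1β + LOXL2 group it ranged from 6.10 to 36.0, and within the IL-1β groups it was at most 9.93. Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with a minimum count of 10 and total of 15, glmQLFit and glmQLFTest) in the 6 libraries of each layer, without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error is the log2 fold change divided by the square root of F. Normalized counts were computed with DESeq2 1.42.0, given as mean ± SD of 3 libraries, and compared with a two-sided exact permutation test that cannot go below 0.1. Gene lists were tested with camera in limma 3.58.1 on edgeR's fit, adjusted over 16 lists in each layer. The difference of the LOXL2 effect between layers was tested as an interaction in all 12 libraries.

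The gene lists, the design and the alternatives were set before the data were examined, except the removal of the gene-span trend. The lists were written from general knowledge, since the paper's gene sets were not at hand, and some written names were not found in the tables. Subunit genes of the mitochondrial ribosome and of respiratory complexes and integrins were taken by the pattern of their symbols. Cytosolic ribosomal protein genes were taken in the same way after the data were seen. The lists are NF-κB targets and a core version, inflammatory response, mitochondrial translation, oxidative phosphorylation, mitochondrial ribosomal subunits, Complex I subunits, matrix degradation, matrix anabolism, integrin signaling, pro-apoptotic, ROS-quenching, interferon-stimulated, S phase, G2/M phase and unfolded protein response. Genes are named in the text if they are among 16 genes the study names, or among the 5 with the largest increase and the 5 with the largest decrease past the threshold in a layer, with a gene symbol and no overlap between groups. No SLC gene met the second part of this rule. A gene that met it in MLC is not reported here. Mitochondrial DNA genes and any other gene are said to be chosen after their values were seen.

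The alternatives were DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, DESeq2's Wald test, the replicate number as a block, a fit on all 12 libraries, each library left out in turn, an absolute log2 fold change of at least 1, and for lists camera with an estimated correlation, fry and preranked GSEA (fgsea 1.28.0). The gene-span trend was removed by giving edgeR each library's lowess trend (smoother span 0.3) of log2 CPM on log10 genomic span as an offset. Span includes introns, and transcript length and GC content were not used here. The procedure was tested on simulated counts with 200 changed genes. It recovered 198 of them in SLC (13906 genes, 5 false calls) and 200 in MLC (13523 genes, 12 false calls). The simulated fold changes were larger than the median absolute log2 fold change of the real libraries (0.38 in SLC and 0.25 in MLC).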

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

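The tests on gene span in this part were chosen after the pattern and the trend on span had been seen. Cytosolic ribosomal protein genes, which the paper does not discuss, took a larger share of the counts in the libraries labelled IL-1β + LOXL2 than in any IL-1β library of the same layer. In SLC the share was 6.60% ± 1.81 (SD, n = 3) against 3.96% ± 0.265 (SD, n = 3). In MLC it was 4.94% ± 0.697 (SD, n = 3) against 3.69% ± 0.141 (SD, n = 3). All 71 genes were higher in both layers, with a median log2 fold change of 0.86 in SLC and 0.44 in MLC.

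Gene span and expression level may account for part of this and do not account for all of it. Among 10000 random lists matched on span and mean expression, the median log2 fold change was 0.60 in SLC (the middle 95% of them from 0.50 to 0.69) and 0.36 in MLC (from 0.29 to 0.40). The ribosomal median lay at percentile 100 in both layers. The random lists could draw the ribosomal genes themselves, so the part ascribed to span and expression may be overstated. With the span trend removed it was 0.45 in SLC and 0.19 in MLC. Reads shared with ribosomal pseudogenes, GC content, RNA quality and a response to LOXL2 or to the adenovirus stay open, since no value in the tables decides between them.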

How the results depend on the processing

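The mitochondrial translation and oxidative phosphorylation lists kept their direction under every alternative run in both layers. They were past the threshold under all but 2, camera with an estimated correlation (adjusted p = 0.435 for both in SLC and 0.611 for both in MLC) and fry (0.0830 in SLC and 0.108 in MLC). The cause was not tested. Camera with an estimated correlation also gave the inflammatory response list 0.254 in SLC and 0.611 in MLC and the SLC NF-κB target list 0.392. In SLC the estimated correlations of these lists were -0.0028 and 0.0056, under the preset 0.01. Their unadjusted p from that test was 0.0159 and 0.0490. A correlation above the preset one thus does not account for these SLC values. Fry took the MLC inflammatory response list to 0.108. The core list gave 0.246 for NF-κB targets in SLC. The MLC NF-κB target list passed without a filter on low counts (0.0476), in the preranked GSEA (0.00188) and with the gene-span trend removed (2.05e-05). The cause was not tested. Across the 6 fits that each left out 1 library, the adjusted p of the NF-κB target list ranged from 0.00319 to 0.341 in SLC and from 0.00935 to 0.620 in MLC. That of the inflammatory response list ranged from 6.48e-04 to 0.119 in SLC and from 0.00220 to 0.169 in MLC.

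The number of SLC genes changed was 0 with DESeq2's size factors in edgeR, with no filter, with at least 10 counts in every library, with an absolute log2 fold change of at least 1 and with the gene-span trend removed (5377 at an unadjusted p under 0.05). It was 4052 with DESeq2's Wald test, 5965 in the fit on all 12 libraries, and from 0 to 8849 across the fits that each left out 1 library, with 8849 without the first IL-1β + LOXL2 replicate. In MLC the count stayed between 2958 and 3655 with DESeq2's size factors or Wald test, with no filter and with at least 10 counts in every library. The 2958 genes became 0 in the fit on all 12 libraries (3728 at an unadjusted p under 0.05), 141 with an absolute log2 fold change of at least 1, 1830 with the gene-span trend removed (1296 of them among the 2958), and from 0 to 6653 with 1 library left out. It was 0 without the first or the third IL-1β replicate or the second IL-1β + LOXL2 replicate, and 6653 without the first IL-1β + LOXL2 replicate. In the fit on all 12 libraries, SLC libraries enter the estimate of spread for MLC. Otherwise the cause was not tested. Simulated counts at that size gave calls, but the simulated fold changes were larger than the median absolute log2 fold change in SLC (0.38). Whether sampling depth limits the SLC count for smaller changes was therefore not decided. The number of genes whose LOXL2 effect differs between the layers ranged from 0 to 1 with a library left out. The gene, LOC108634776, was chosen after its value was seen, and passed without the first SLC replicate of IL-1β + LOXL2 (adjusted p = 0.0258 from edgeR). The correlation of the 2 layers' fold changes was 0.96 over genes changed in at least 1 layer, 0.82 with the gene-span trend removed, and from 0.78 to 0.87 with a library left out.

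Replicate numbers showed no clear pairing of the samples within a layer, and pairing across the layers was not checked. The correlations of deviations between libraries with the same number were 0.042, -0.24 and 0.17 in SLC and 0.094, 0.15 and -0.082 in MLC. The largest between libraries with different numbers was 0.26 in SLC and 0.14 in MLC, which the second MLC replicate exceeded. With the replicate block, 0 SLC genes (5416 at an unadjusted p under 0.05) and 4053 MLC genes passed, and of the 16 lists, the call of 1 changed, that of the MLC G2/M phase list (adjusted p = 0.0452).

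With the gene-span trend removed, these log2 fold changes reversed, none past the threshold: LOXL2 (0.14 in SLC, 0.20 in MLC), NFKB1 (0.14, 0.16), RELA (-0.11, -0.10), SFRP2 in SLC (-0.18) and COL2A1 in MLC (0.013). So did the SLC unfolded protein response list (adjusted p = 0.784), the MLC unfolded protein response list (0.780) and the matrix anabolism and integrin signaling lists in MLC (0.989 for both). With a library left out, ADAMTS4 ranged from -0.086 to 0.016 in SLC and from -0.17 to 0.098 in MLC, SFRP2 from -0.12 to 0.27 in SLC, MMP13 from -0.86 to 0.28 in MLC and COL2A1 from -0.28 to 0.16 in MLC. The adjusted p of the interferon-stimulated list ranged from 0.149 to 0.937 in SLC and from 0.711 to 0.994 in MLC, and that of the matrix degradation list in MLC from 0.251 to 0.766. The cause was not tested. Over the single genes and the other lists, 677 comparisons with an alternative kept direction and side of the threshold, 92 were weaker, 63 stronger and 27 reversed.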

Differences from the paper's values

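The normalized counts of ADAMTS5 and PTGS2 were within the replicate SD of the bars of Fig. 3e, f, read by eye, in all 4 groups. For example, ADAMTS5 in SLC with IL-1β was 5270 against about 5200 in Fig. 3e.

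The paper marks ADAMTS5 and PTGS2 in SLC as significantly lower with LOXL2. Here the adjusted p was 0.0706 for both SLC ADAMTS5 and SLC PTGS2 from edgeR. Both passed when adjusted over the list of named genes alone (0.00197 and 0.0243), with DESeq2's Wald test (1.22e-07 and 0.00429), in the fit on all 12 libraries (0.0149 and 0.0157) and without the first IL-1β + LOXL2 replicate (2.88e-05 and 3.34e-04). Fig. 3f draws no significance mark between IL-1β and IL-1β + LOXL2 for PTGS2 in MLC. Here MLC PTGS2 had an adjusted p of 0.0207 from edgeR and 4.75e-04 from DESeq2. MLC PTGS2 did not pass in the fit on all 12 libraries (0.174), and passed in 1 of the 6 fits that each left out 1 library. The paper lists differentially expressed genes for both layers. In SLC, edgeR called 0 genes (6108 at an unadjusted p under 0.05), DESeq2 called 4052, the fit on all 12 libraries 5965 and the fit without the first IL-1β + LOXL2 replicate 8849. At an adjusted p under 0.1, edgeR called 5472 SLC genes.

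The paper states that TNF-α signaling via NF-κB was reduced in MLC. The NF-κB target list used here, which is not the paper's gene set, had an adjusted p of 0.0711 in MLC. The MLC NF-κB target list passed without a filter on low counts (0.0476), in the preranked GSEA (0.00188), without the first IL-1β replicate (0.00935) or the third (0.0249), and with the gene-span trend removed (2.05e-05), an alternative chosen after seeing the values.

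The paper states that LOXL2 raised expression in contrast to the knockout. That sentence names no gene, and the one before it names GPX4 and TXNRD2 as lower in the knockout. In SLC the adjusted p from edgeR was 0.0706 for GPX4 and 0.0821 for TXNRD2. DESeq2 called SLC GPX4 (0.00583) and SLC TXNRD2 (0.0329), adjustment over the list of named genes alone called GPX4 in SLC (0.0243), and the fit on all 12 libraries called SLC GPX4 (0.0152) and SLC TXNRD2 (0.0250). Without the first IL-1β + LOXL2 replicate, SLC GPX4 (4.83e-05) and SLC TXNRD2 (1.26e-04) passed. The paper states that a subset of the subunits of the mitochondrial ribosome and Complex I rose significantly. That subset was not used here. Of all 77 mitochondrial ribosomal and 38 Complex I subunit genes tested in SLC, none passed over all genes tested with edgeR. DESeq2 called 52 and 36 of them, and adjustment over the list alone 59 and 36.

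The paper's pathway analysis predicts activation of glycosaminoglycan anabolism, inhibition of cartilage degradation and less chondrocyte death. Here, by another method and other lists, the matrix anabolism list was lower in SLC (median log2 fold change -0.12, adjusted p = 0.0961 from camera), the matrix degradation list had no clear direction (median -0.0064 in SLC, adjusted p = 0.527 from camera), and the pro-apoptotic list was higher in SLC (median 0.20, adjusted p = 0.0524 from camera). None of the alternatives run brought these 3 lists past the threshold in the direction the paper gives.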

Other observations

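The tests on the span trend of the integrin list, on span within treatment groups, on the interferon list and on the LOXL2 labels were chosen after their results had been seen. Removal of the span trend and the random lists matched on span were chosen after the data, the trend among them, had been seen.

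Fold changes fell with genomic gene span in both layers. The median log2 fold change was 0.49 in the 10% of SLC genes with the shortest span (up to 3090 bases) and -0.44 in the 10% with the longest (from 129683 bases). In MLC it was 0.29 (up to 3201 bases) and -0.30 (from 130213 bases). The same trend appeared between libraries of the same treatment. Over pairs of libraries labelled IL-1β + LOXL2, the absolute rank correlation of the log ratio with span reached 0.441 in SLC and 0.455 in MLC. Over pairs labelled IL-1β it reached 0.274 and 0.126, and over pairs between groups 0.495 and 0.481. Differences between libraries that arise without the treatment, such as RNA quality, and a LOXL2 effect that varies between cultures cannot be told apart, because pairs labelled IL-1β + LOXL2 reached nearly the values of pairs between groups while pairs labelled IL-1β did not. Transcript length and GC content were not tested.

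The span trend does not account for all of the list results. With it removed, the camera adjusted p was 2.42e-10 for mitochondrial translation and 5.03e-13 for oxidative phosphorylation in SLC, and 1.56e-08 and 1.44e-11 in MLC. It was 5.18e-06 for NF-κB targets and 0.00241 for inflammatory response in SLC, and 2.05e-05 and 0.00364 in MLC. Against 10000 random lists matched on span and mean expression, the medians of both mitochondrial lists lay at percentile 100 in both layers. Those of NF-κB targets lay at percentile 0 in both layers, and those of inflammatory response at 0.04 in SLC and 0 in MLC. These tests share the preset correlation or treat genes as exchangeable, so they address span and not the agreement between replicates. The log2 fold change of ADAMTS5 with the trend removed was -1.24 in SLC and -0.79 in MLC, and that of PTGS2 was -1.35 and -0.86, each more than 2 standard errors below 0. The integrin signaling list behaved otherwise. It was no longer past the threshold in SLC (0.318) or MLC (0.989), so the span trend is a candidate explanation for its decrease.

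The 6 libraries of a layer can be split into 3 and 3 in 10 ways, the real one included, too few to reach a share under 0.05. In SLC, all 10 splits gave 0 genes with an adjusted p under 0.05, which tests nothing because any split gives at least as many as 0. In SLC, 1 of 10, the real one, gave as many as 6108 genes at an unadjusted p under 0.05. In MLC, the real split was 1 of 10 with as many genes by either count. For the mitochondrial translation and oxidative phosphorylation lists, 1 of 10 splits, the real one, gave as small a p in each layer. For the NF-κB target list, 6 of 10 splits in SLC and 8 of 10 in MLC gave as small a p, and for the inflammatory response list 5 of 10 in both layers. Other groupings of the same libraries thus gave p-values as small for these 2 lists.

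The fold changes of SLC and MLC, which share no library, correlated across 13416 genes, which are not independent replicates (Pearson's r = 0.86, Spearman's rho = 0.87). Of 100 pairs of splits, 1, the real one, gave as large an absolute r, and the median was 0.25. The next largest was 0.83, inside the range of the real r with a library left out (0.78 to 0.87), so the real pair does not stand apart from it by more than that spread. The LOXL2 effect differed between the layers for 0 of 14534 genes (328 at an unadjusted p under 0.05). Any split gives at least as many as 0, so that 40 of 40 did so at the adjusted threshold tests nothing. At the unadjusted one, 15 of 40 gave as many. Without the first SLC replicate of IL-1β + LOXL2 the counts were 1 and 3987. Between MLC and SLC under IL-1β, 6548 of 13965 genes differed, and 1 of 10 splits, the real one, gave as many. Layer and culture were not separable there.

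The goat LOXL2 gene was not higher in the libraries labelled IL-1β + LOXL2 (log2 fold change -0.27 in SLC and -0.066 in MLC). Reads of the adenoviral LOXL2, if many were counted on the goat gene, would raise the count in the transduced libraries. Exchanged labels would then give a much higher count in the libraries labelled IL-1β, and correct labels in those labelled IL-1β + LOXL2. Neither was seen, with ratios of IL-1β + LOXL2 to IL-1β of 0.83 in SLC and 0.96 in MLC. If few or none of these reads are counted there, the gene does not test the labels. Exchanged and correct labels cannot be told apart, because the sequence of the adenoviral LOXL2 was not used here. An interferon response to the adenovirus was weighed with a list of interferon-stimulated genes, whose adjusted p from camera was 0.353 in SLC (14 of 35 members higher) and 0.805 in MLC (18 of 35 higher). Members went both ways, so the list does not decide it.

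The other lists were as follows. The G2/M phase list was lower in SLC (median log2 fold change -0.42, adjusted p = 6.27e-04 from camera) and had -0.16 in MLC (adjusted p = 0.0565 from camera). The S phase list had -0.22 in SLC (adjusted p = 0.115 from camera) and -0.18 in MLC (adjusted p = 0.0711 from camera). Calls of these lists changed with single libraries and with the test. The MLC S phase list passed without the second IL-1β replicate (9.06e-05) or the third IL-1β + LOXL2 replicate (0.0230), without a filter on low counts (0.0475) and in the preranked GSEA (0.0117). The MLC G2/M phase list passed without the same 2 libraries (7.63e-05 and 0.0150), without a filter on low counts (0.0387), with the replicate block (0.0452) and in the preranked GSEA (0.00605). The SLC S phase list passed without the first IL-1β replicate (0.0194) and in the preranked GSEA (0.0404). With the gene-span trend removed, chosen after the data were seen, all 3 passed (0.0142, 0.00655 and 0.0447). The SLC G2/M phase list passed in every fit that left out 1 library and in the preranked GSEA, but not with an estimated correlation (0.474) or fry (0.135). The unfolded protein response list had 0.15 in SLC (adjusted p = 0.227 from camera) and 0.10 in MLC (adjusted p = 0.273 from camera). IL1B had at most 2 counts in any of the 12 libraries, under the floor of 3 counts, so no fold is given. The transcripts of mitochondrial DNA, chosen after their values were seen, did not rise as a group. Their share of counts was 0.160% ± 0.0235 (SD, n = 3) with IL-1β + LOXL2 against 0.188% ± 0.00559 (SD, n = 3) with IL-1β in SLC, and 0.212% ± 0.00858 (SD, n = 3) against 0.229% ± 0.00802 (SD, n = 3) in MLC. In SLC, ND4L had a log2 fold change of -1.55 (standard error 0.45) and ND1 of 0.74 (standard error 0.21), each with an adjusted p of 0.0706 from edgeR. In MLC, ND3 was higher past the threshold (0.55, standard error 0.18, adjusted p = 0.0452 from edgeR). No explanation was tested for these.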
